A study of Mus musculus with 30 samples. Its data were reported in "Nr6a1 controls Hox expression dynamics and is a master regulator of vertebrate trunk development" (2022).

How the data were processed

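RNA was measured in 30 mouse cell libraries in 10 groups, wildtype or Nr6a1−/− Bruce4 cells at each of 5 stages (d2, d2.5, d3, d4 and d4 with Gdf11, called d4G), with 3 replicates per group. Groups and replicate letters were taken from the sample labels, and replicates A, B and C are called 1, 2 and 3. All 30 libraries were matched by name to a column of the deposited count table, and 0 columns of per-sample values remained unmatched.

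According to the methods of the study, libraries were made from the 3′ end of polyadenylated RNA, with a sample index and a unique molecular identifier added at priming, and the authors aligned the reads with STAR. The version of the aligner, the genome build, the annotation, the counting tool, the use of strand and whether molecular identifiers were collapsed are not stated for these libraries. The deposited count table holds whole-number counts per gene and library, not normalised and with replicates not pooled. Because reads come from 3′ ends, counts were not adjusted for gene length, and a deletion in an internal exon need not lower the counts of its gene. If identifiers were not collapsed, amplified copies are included in the counts, so intervals and limits given for single genes cover counting error only. The authors also deposited 1 table per stage of genes that differ between genotypes. Its CPM columns were computed by the authors from the counts, over the genes that passed their filter. Its log2 fold changes (Nr6a1−/− over wildtype) and p-values with FDR come from the authors' edgeR analysis of genes with counts above 10 and CPM above 2 in 2 replicates, and the deposited tables list only genes with FDR below 0.05. The count columns of these tables were checked against the count table, and 0 values differed.

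The count table has 54134 rows with gene symbols, of which 26 have been turned into dates by a spreadsheet and 2 symbols are given on more than 1 row. Such rows kept the name in the file. Symbols were matched to GENCODE mouse release 21 (GRCm38) for position and GC content, which placed 97.9% of all rows and 99% of the tested genes. Coordinates are those of that annotation, counted from 1.

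Library totals ranged from 1570714 to 3688197 counts. A count of 0 in a library was taken to allow up to 3 counts, which is 0.813 to 1.91 CPM. Before replicates were treated as separate samples, each pair within a group was compared by chi-square per gene, which was 1.49 to 7.59 over 30 pairs. No pair held the same counts, but amplified copies would raise this value as well, so that the labels alone say that the libraries are separate samples.

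The tests, the filter, the gene lists and sets, the rule for naming genes and the processing alternatives were fixed before the data were examined. Genes with more than 10 counts and more than 2 CPM in at least 2 libraries of 1 group were kept, which left 12149 genes and dropped 41985 rows, with at least 99.2% of each library's counts kept. Counts were scaled by TMM factors and fitted in edgeR 4.0.16 (R 4.3.3) as 1 model of the 10 groups with 20 residual degrees of freedom. Each of 12 comparisons was tested with glmQLFit and glmQLFTest, 2-sided, and genes with a Benjamini-Hochberg FDR below 0.05 were called. The comparisons were Nr6a1−/− against wildtype at each stage, the response to Gdf11 (d4G against d4) in each genotype and its difference between genotypes, the successive stages of wildtype cells, and the difference between genotypes in the change from d2 to d3. Standard errors are the log2 fold change divided by the square root of F. CPM values are TMM-scaled, without a prior count. Fold changes are edgeR's, and the fitted value of a gene with no count in a group depends on its prior count. Ratios of pooled counts are given for such genes, with exact 95% intervals for 1 or more counts, and as a lower bound against 3 counts over the group where there was no count.

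Gene sets (anterior Hox, paralogue groups 1 to 5, trunk Hox, groups 6 to 9, posterior Hox, groups 10 to 13, and the neural and mesodermal genes that the study listed for tailbud embryos) were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2. The value given is the set's median log2 fold change. P-values were adjusted over 25 tests for the 5 sets at 5 stages. The same sets were also tested for both interactions, as a separate family of 10 tests added after the design was fixed. In the study these neural and mesodermal genes were significant in the embryos and were also examined at d3 in these libraries.

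In each comparison of genotypes and in the Gdf11 interaction, the genes named are the 3 largest rises and 3 largest falls among called genes with a mean of at least 10 CPM in 1 group compared and, between genotypes, all 3 Nr6a1−/− libraries beyond all 3 wildtype libraries. Genes of the lists and sets, and genes used in a check, may also be named. Some genes that meet these rules are not reported here.

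The alternatives fixed beforehand were RLE factors, library size only, no filter beyond 1 count in total, filterByExpr, DESeq2 1.42.0, a robust spread, a fit of only the libraries compared, the replicate number as a block, and leaving out each library in turn. For the sets they were camera with estimated or preset correlation and the neural set without Hox genes, with filterByExpr, DESeq2 and the robust spread applied to genes only. Others were added after seeing the data, namely thinning every library to the smallest total, leaving out genes of chromosome 8, and edgeR's likelihood ratio test with the same genes or with the authors' filter as rebuilt here. That filter (13668 genes) was found by trying several until the totals implied by the authors' deposited CPM agreed within 1.5e-05%, and the likelihood ratio test was kept as the closest of the tests tried to the authors' deposited calls. Named and listed genes were recomputed under each alternative where they were called, and Nr6a1, Nr6a1os and Pou5f1 at every comparison of genotypes.

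Further checks used a list of 32 endoderm genes, a list of 4 Y-linked genes, 10 Mb windows of chromosome 8, and the index sequences that the labels give for each library. The endoderm list was written after 13 of its genes had been seen among the changed genes. Other splits of the same libraries were counted for each comparison, 10 for 3 libraries against 3 and 50 for each interaction. Other splits exchange libraries between real groups, which widens the spread within the new groups, so they were also tested with the real groups kept in the model (9 other splits for each comparison of 3 libraries with 3, and for each interaction the 42 that could be fitted), with the dispersions of the model of the 10 groups.

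The procedure was tested on simulated data, made for Nr6a1−/− against wildtype at d3 with 200 of 11836 genes changed. It recovered 174 (87%), all 174 with the right sign, and 5.95% of the 185 genes called had not been changed, the slope of fitted on true log2 values being 0.988. DESeq2 recovered 169. As an interaction, 124 of the 200 were recovered, and 117 as an interaction between splits with the real groups kept in the model. A shift of -0.40 simulated on chromosome 8 was returned as -0.38, and a simulated share of 20% of d2 material in a d4 library as 19.6%. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). Embryo data of the study were not used here.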

Results

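The dataset comprised 30 RNAseq libraries of mouse embryonic stem cells (ESCs) and their derivatives as they differentiated towards neuromesodermal progenitors (NMPs), the cells of the tail end of the embryo that give rise to both spinal cord and mesoderm. Cells of the Bruce4 ESC line, either wildtype or carrying CRISPR/Cas9 deletions in Nr6a1, were given FGF2 from the start, the Wnt pathway agonist CHIR99021 from day 2 and, in one arm, the growth factor Gdf11 from day 3. Libraries were made at d2, before Wnt activation, at d2.5 and d3, which are 12 h and 24 h after it, and at d4, either without Gdf11 or with Gdf11 for the last 24 h (d4G). Each of the 10 groups, 5 stages by 2 genotypes, held 3 replicates. The Nr6a1−/− libraries came from 1 clone, so that genotype and line are the same split throughout.

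Total counts ranged from 1570714 in d4G Nr6a1−/− replicate 2 to 3688197 in d4 wildtype replicate 2, with a median of 2366002. Group means ran from 1982432 (d4G Nr6a1−/−) to 3173924 (d4 wildtype), and the d2.5 groups stood at 1989893 for wildtype and 2725200 for Nr6a1−/−. Between 17174 and 20357 genes had at least 1 count in a library, and no gene took more than 3.61% of a library's counts. A count of 0 allowed a level of up to 0.813 to 1.91 CPM, depending on the library. Such limits and the counting intervals given for single genes cover counting error only. Replicates of a group did not hold the same counts, the chi-square per gene being 1.49 or more in all 30 pairs. Since amplified copies in the counts would raise this value for repeat runs of 1 sample too, each library was counted as a separate sample on the basis of its label.

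Nr6a1 itself (chromosome 2, 38723370 to 38927688 of GRCm38, minus strand) was examined first, since its counts could check the genotype labels. They do not do so here. The clone's deletions lie in an internal exon, while these libraries are primed from the poly(A) tail and read the 3′ end, and the counts were not lower in the Nr6a1−/− libraries at any stage. In wildtype cells Nr6a1 stood at 85.7 ± 1.89 CPM at d2, 97.9 ± 7.31 at d2.5, 177 ± 9.63 at d3, 97.6 ± 1.59 at d4 and 18.0 ± 0.969 at d4G (mean and SD, n = 3). In Nr6a1−/− cells it stood at 94.8 ± 6.31, 112 ± 2.89, 287 ± 29.2, 223 ± 33.0 and 28.6 ± 9.51 CPM at the same stages. The difference passed the threshold at d3 (log2 fold change 0.70, SE 0.109, edgeR FDR = 1.74e-05), d4 (1.19, SE 0.113, FDR = 2.27e-10) and d4G (0.67, SE 0.183, FDR = 0.0142), and not at d2 (FDR = 0.597) or d2.5 (FDR = 0.391). The d4G call rested on single libraries. It fell to 0.37 (FDR = 0.365) without d4G Nr6a1−/− replicate 3 and was lost without d4G wildtype replicate 1 (0.64, FDR = 0.051), with FDR values of 3.24e-04 to 0.365 over all alternatives tried. All of these FDR values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12149 genes tested, as do those that follow.

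The antisense gene Nr6a1os overlaps Nr6a1 (chromosome 2, 38823257 to 38852370, plus strand), and since the use of strand in counting is not stated, the values of both genes are uncertain to that extent. In wildtype cells Nr6a1os rose from 1.86 ± 0.592 CPM at d4 to 10.1 ± 0.718 at d4G (SD, n = 3), a ratio of pooled counts of 5.22 with a 95% counting interval of 3.08 to 9.31. In Nr6a1−/− cells it stood at 4.83 ± 1.68 CPM at d4 and 4.43 ± 0.623 at d4G. This difference in response was itself significant (interaction log2 -2.49, SE 0.486, FDR = 0.00151). The genotypes differed at d4 (1.28, FDR = 0.0148) and in the opposite direction at d4G (-1.21, FDR = 0.00814), although the d4 call was lost without d4 Nr6a1−/− replicate 2 (0.97, FDR = 0.169), d4 wildtype replicate 1 (1.13, FDR = 0.0548) or replicate 3 (1.21, FDR = 0.0544), and the d4G call without d4G Nr6a1−/− replicate 3 (-1.12, FDR = 0.0548). Over all alternatives tried, FDR values ranged from 0.0134 to 0.169 for the d4 call, from 0.00219 to 0.302 for the d4G call and from 1.74e-04 to 0.0623 for the interaction, which thinning alone took past the threshold (-2.71).

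Pou5f1 (chromosome 17, 35506018 to 35510772), a known target of Nr6a1, was measured to ask whether it was raised in the absence of Nr6a1. At d2 it stood at 19.1 ± 1.52 CPM in wildtype and 23.9 ± 1.17 in Nr6a1−/− cells, which was not significant (log2 fold change 0.32, FDR = 0.508). The difference was 0.82 at d2.5 (SE 0.232, FDR = 0.0264) and 1.56 at d3 (SE 0.271, FDR = 9.74e-05), where the means were 7.05 ± 1.26 and 20.7 ± 1.15 CPM (SD, n = 3). The d2.5 call was lost when single libraries were left out, most clearly without d2.5 Nr6a1−/− replicate 3 (0.70, FDR = 0.13, the range over alternatives being 4.58e-04 to 0.13). At d4 (FDR = 0.71) and d4G (FDR = 0.936) Pou5f1 was near the detection limit in both genotypes, and no difference was detected at this depth. At d4, wildtype replicates 1, 2 and 3 stood at 1.31, 4.14 and 0.901 CPM (3, 15 and 3 counts). The Nr6a1−/− replicates stood at 2.17, 1.935 and 4.26 CPM. Wildtype replicate 2 at d4 also held other transcripts of d2 cells, in which Pou5f1 was higher. Depth is therefore not the only limit at d4, and this test does not decide whether Pou5f1 differed there.

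**Figure D1:**
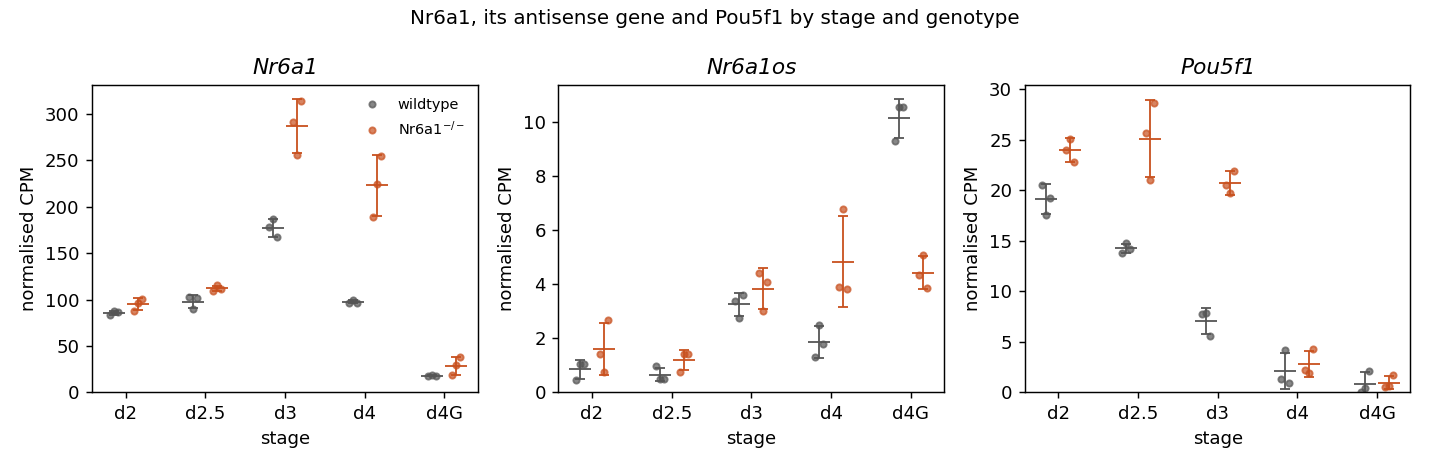
Normalised CPM of Nr6a1, Nr6a1os and Pou5f1 (vertical axes, starting at 0) at each stage, with a point for each library and a bar with whiskers for the mean and SD of the 3 replicates of wildtype (grey) and Nr6a1−/− (orange) cells. Nr6a1 is higher in Nr6a1−/− cells at d3 (287 against 177 CPM) and d4 (223 against 97.6), and Nr6a1os at d4G is higher in wildtype cells (10.1 against 4.43).

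To ask how the loss of Nr6a1 changed the transcriptome along differentiation, the genotypes were compared at each stage. At d2, 494 genes differed, 164 higher and 330 lower in Nr6a1−/− cells, so that 33.2% of calls were higher, which became 44% without normalisation factors. The number was 784 at d2.5 (348 higher, 436 lower), 1308 at d3 (543 higher, 765 lower), 2294 at d4 (1179 higher, 1115 lower) and 960 at d4G (398 higher, 562 lower). In proportion, thinning every library to the smallest total moved the d2, d2.5, d3 and d4G counts most, at d2.5 from 784 to 443, and fitting only the libraries compared moved the d4 count most, to 1398. The counts also depended on single libraries, being 304 without d2 Nr6a1−/− replicate 1, 478 without d2.5 wildtype replicate 1, 871 without d3 wildtype replicate 3, and 1487 and 1811 without d4 Nr6a1−/− replicate 3 and d4 wildtype replicate 2, and the fall from d4 to d4G is a comparison of counts, not a test. In total 3629 genes were called at 1 or more stages, 178 of them in opposite directions at different stages. Only 75 were called at all 5 stages, of which 61 were lower and 9 higher at every stage, and 44 of those 61 lie on chromosome 8. Among 65 genes listed before the data were examined (Nr6a1 and Nr6a1os, stage markers, Hox genes and lineage markers), those past the threshold over all genes and adjusted over the list alone were 5 and 5 at d2, 15 and 21 at d2.5, 26 and 30 at d3, 36 and 40 at d4, and 32 and 42 at d4G. The study examined genes of this list in the same libraries, so the second number of each pair is not independent evidence.

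Genes of chromosome 8 stood apart from the rest of the genome. Of 655 tested genes on this chromosome, 73.6% to 88.7% were lower in Nr6a1−/− cells, depending on the stage, and their median log2 fold change lay between -0.38 and -0.29. On the other autosomes no median was farther from 0 than 0.0838 and no more than 54.9% of genes were lower. Chromosome 8 held 5.39% of the genes tested but 45.8% of the genes called lower at d2, 42.0% at d2.5, 26.1% at d3, 17.5% at d4 and 28.1% at d4G. Without genes of chromosome 8 the count at d2 was 299 and that at d2.5 was 495. The share of a library's counts on this chromosome did not overlap between genotypes at any of the 5 stages, for example 5.43 ± 0.077% in wildtype and 4.26 ± 0.056% in Nr6a1−/− cells at d2, and 4.98 ± 0.087% and 3.82 ± 0.054% at d4 (SD, n = 3). Chance separates 3 libraries from 3 in this way in 10% of cases. A lower value of a chromosome 8 gene in Nr6a1−/− cells, Sox1 included, is therefore partly shared with its chromosome.

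**Figure D2:**
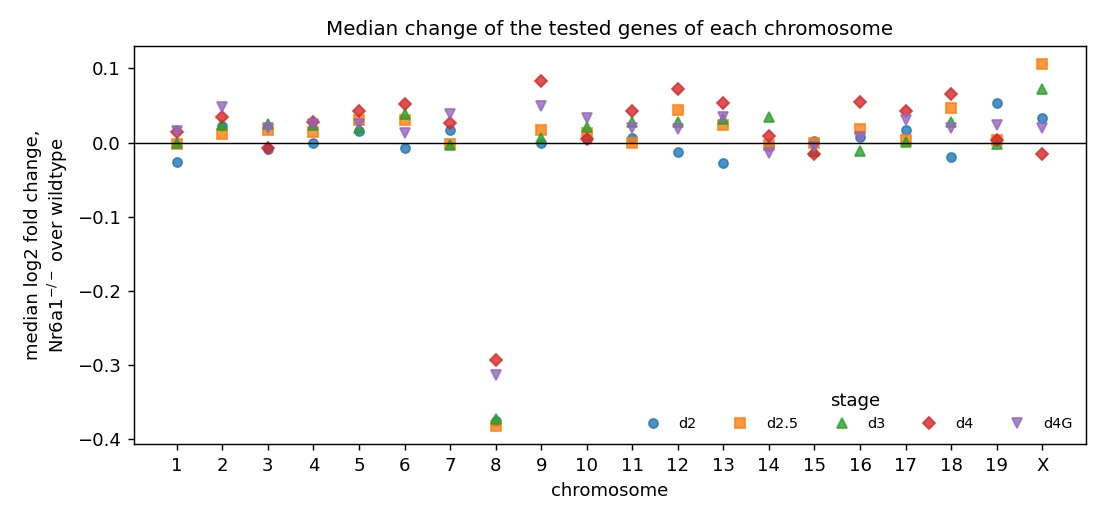
Median log2 fold change of the tested genes of each chromosome (vertical axis, Nr6a1−/− over wildtype) for each of the 5 stages, shown by marker shape, with chromosomes 1 to 19 and X on the horizontal axis. Chromosome 8 lies between -0.38 and -0.29 at all 5 stages, and no other autosome is farther than 0.0838 from 0.

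The genes with the largest changes at each stage changed with it. At d2 the largest rises were those of Bcl11b (log2 fold change 2.18, SE 0.386, edgeR FDR = 3.04e-04), Cgnl1 (2.12, SE 0.161, FDR = 3.72e-11) and Kctd12b (2.11, SE 0.496, FDR = 0.00843, but 1.87 and FDR = 0.0539 without d2 wildtype replicate 1, the only alternative of 17 under which it was lost). The largest falls were those of Meg3 (10.2 to 0.535 CPM, FDR = 6.84e-06), Spink1 (26.7 to 2.92 CPM, FDR = 1.27e-07) and Sox1 (17.8 to 2.82 CPM, FDR = 7.41e-07). At d2.5 Bcl11b (2.23), Cxcl12 (2.02) and Wnt5a (1.92) rose most, and Sox17 (-3.65), Spink1 (-2.92) and Dpp4 (-2.71) fell most. At d3 Hoxb13, Bcl11b (3.32) and Apln (3.07) rose most, and Spink1 (-4.07), Sox17 (-4.05) and Zbtb16 (-3.89) fell most. At d4 the largest rises were in genes with hardly any counts in wildtype cells. Rhbg was at least 49.5-fold and Fibcd1 at least 35.3-fold higher, set against 3 counts over the wildtype group, where neither had a count, and Wnt7a was 64.6-fold higher (95% counting interval 21.7 to 317, 141 against 3 counts). Car4 fell from 95.8 ± 6.10 to 1.38 ± 0.999 CPM, H19 from 110 ± 7.11 to 1.61 ± 0.591 CPM and Spink1 from 86.2 ± 24.0 to 1.47 ± 1.37 CPM (SD, n = 3). At d4G Hoxb13, Meox1 (4.05) and Sowaha (4.04) rose most. H19 (-6.51), S100g (-4.79) and Barx1 (-4.46) fell most, with H19 at 616 ± 12.2 CPM in wildtype and 6.81 ± 1.49 CPM in Nr6a1−/− cells (FDR = 2.76e-27).

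Hox genes, whose order along the 4 clusters matches the order of axial levels at which they act, were compared to ask whether Nr6a1 sets the level of the trunk genes (paralogue groups 6 to 9) and the timing of the posterior genes (groups 10 to 13). Of 34 Hox genes tested, 4 were higher and 8 lower in Nr6a1−/− cells at d4, and 8 higher and 6 lower at d4G. At d3 6 were higher and 5 lower. Of the 11 trunk genes tested, 4 were called lower and 2 higher at d3, 8 lower at d4 and 5 lower at d4G. Hoxc8 was lower at d3 (log2 fold change -1.52, SE 0.215, edgeR FDR = 3.79e-06), d4 (-0.97, FDR = 7.21e-06) and d4G (-1.75, FDR = 2.82e-10). Hoxa7 was lower at d3 (-1.37, FDR = 4.95e-04) and at d4 (-1.40, FDR = 5.81e-07), and Hoxc9 at d3 (-1.44, FDR = 0.00237), d4 (-1.79, FDR = 5.35e-10) and d4G (-1.59, FDR = 1.84e-11). Hoxc6 did not reach the threshold at d3 (-1.01, FDR = 0.0607) and was lower at d4 (-1.03, FDR = 9.57e-04) and d4G (-1.81, FDR = 6.53e-08). Hoxa9 (chromosome 6, 52223100 to 52231089) was lower at d3 (-1.44, FDR = 0.00891) and at d4, where it stood at 39.3 ± 8.06 CPM in wildtype and 9.16 ± 1.46 CPM in Nr6a1−/− cells (SD, n = 3). With Gdf11 it reached 156 ± 6.07 and 146 ± 5.28 CPM, which did not differ significantly (FDR = 0.767). The d3 call for Hoxa9 was lost without d3 Nr6a1−/− replicate 2 (-1.07, FDR = 0.0749) or d3 wildtype replicate 3 (-1.27, FDR = 0.0725), with a range of 0.00268 to 0.0917 over all alternatives. The genes higher at d3 were Hoxb7 (0.76, FDR = 0.00307) and Hoxb8 (0.81, FDR = 0.00663). The Hoxb7 call was lost without d3 Nr6a1−/− replicate 1 (0.56, FDR = 0.0581, range 1.41e-04 to 0.174) and with thinned counts (0.51), and the Hoxb8 call with thinned counts alone (0.72, FDR = 0.0769, range 2.55e-04 to 0.0769). Hoxb9 did not differ significantly at d3 (0.19, FDR = 0.559) and was lower at d4 (-1.39, FDR = 5.9e-09).

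Hoxb13 (chromosome 11, 96194316 to 96197447) was the posterior gene with the largest difference at d3, d4 and d4G. It had 1 count over the d2.5 wildtype libraries and 57 over the Nr6a1−/− libraries, a ratio of 41.7 with a 95% counting interval of 7.19 to 1680. At d3 it had no count in wildtype and stood at 25.6 ± 1.37 CPM in Nr6a1−/− cells (SD, n = 3), at least 57.7-fold higher when set against 3 counts over the group. At d4 without Gdf11 the ratio was 33.0 (14.8 to 91.4, 144 against 6 counts). With Gdf11 it was 507 (140 to 4190, 868 against 2 counts), at 145 ± 3.28 CPM in Nr6a1−/− cells. Of the 10 posterior genes tested, 1 was called higher at d3, Hoxb13, and 1 lower, Hoxc13 (log2 fold change -2.01, edgeR FDR = 0.00741). At d4G 6 of the 10 were called higher and 1 lower in Nr6a1−/− cells. Besides Hoxb13, Hoxd13 was higher (66.9 ± 10.6 against 7.35 ± 1.16 CPM; log2 fold change 3.19, FDR = 4.85e-12), as were Hoxd12 (15.5 ± 1.58 against 2.03 ± 0.763 CPM; 2.93, FDR = 1.34e-05) and Hoxc11 (90.5 ± 2.57 against 39.9 ± 2.45 CPM; 1.18, FDR = 7.27e-06). Hoxc13 was also higher (64.8 ± 5.15 against 7.73 ± 2.12 CPM; log2 fold change 3.06, FDR = 1.19e-12), as was Hoxd11 (232 ± 27.8 against 129 ± 10.1 CPM; 0.84, FDR = 1.13e-05), whereas Hoxc10 was lower (92.9 ± 8.15 against 282 ± 7.61 CPM; -1.60, FDR = 1.21e-09).

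**Figure D3:**
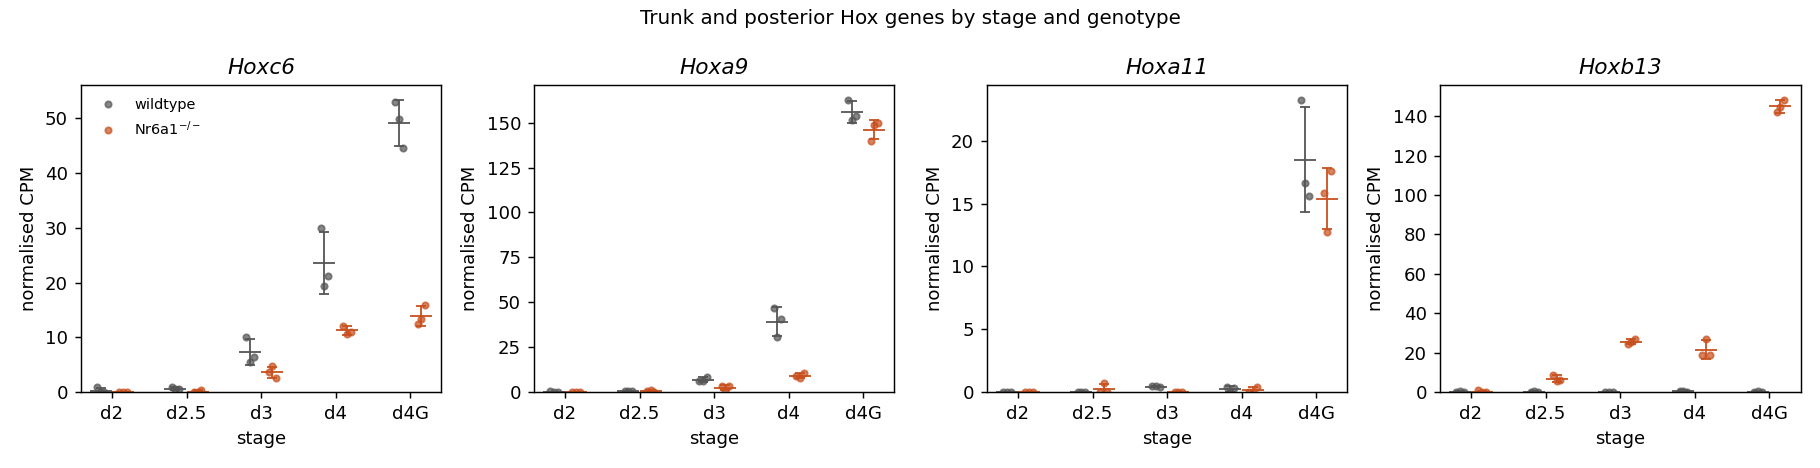
Normalised CPM of Hoxc6, Hoxa9, Hoxa11 and Hoxb13 (vertical axes, starting at 0) at each stage, with a point for each library and a bar with whiskers for the mean and SD of the 3 replicates of wildtype (grey) and Nr6a1−/− (orange) cells. Hoxa9 at d4 stands at 39.3 CPM in wildtype and 9.16 in Nr6a1−/− cells, and Hoxb13 at d4G at 0.271 and 145 CPM.

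As groups, 5 gene sets fixed before the data were examined were tested at each stage with fry, a rotation test of limma, with adjustment over the 25 tests. The 11 trunk Hox genes tested were lower in Nr6a1−/− cells at d2.5 (median log2 fold change -1.29, adjusted p = 8.34e-09), d3 (-1.01, 3.01e-06), d4 (-1.03, 6.08e-10) and d4G (-0.25, 4.82e-07), and not significantly so at d2 (-0.82, 0.0501), where they lay near the detection limit. The 10 posterior Hox genes were higher at d4 (0.33, 8.24e-04) and d4G (1.01, 2.71e-13). The d4 median was 0.019 without d4 Nr6a1−/− replicate 1 and 0.52 without d4 wildtype replicate 1, with an adjusted p of at most 0.00864. At d2.5 (-0.059, 0.0363) and d3 (-0.17, 0.00578) their median lay below 0 while the mean (0.36 and 0.66) and the test lay above it, the mean being carried by Hoxb13. At d2 they did not differ significantly (0.277). Once genes without a count in a group are set to their bound, the posterior median at d3 is 0 and the trunk median at d2 is -0.052. The 13 anterior Hox genes were lower at d2 (-0.052, 1.93e-05, with a median of 0 once genes without a count in a group are set to their bound) and d2.5 (-0.76, 0.0411) and higher at d3 (0.052, 0.011), d4 (0.27, 4.41e-05) and d4G (0.17, 0.023). Fitting only the libraries compared moved the medians most, since its filter leaves few genes of a set. Of the posterior set Hoxb13 alone passed it at d2.5 (4.98) and d4 (4.94), and Hoxb13 and Hoxc13 at d3 (3.45). Of the neural set 3 genes passed it at d2 and Id2 alone at d2.5, and of the trunk set 0 at d2 and d2.5, so that the trunk call at d2.5 rests on genes with few counts. Among single libraries, leaving out d2 wildtype replicate 1 moved a median most, that of the neural set at d2 from -1.89 to 0. Without 1 library the posterior median moved to 0 at d2.5 (wildtype replicate 1) and to -0.67 or 0.53 at d3 (Nr6a1−/− replicate 3 or wildtype replicate 2). The anterior median moved to -0.64 or 0 at d2 (wildtype replicate 3 or 1), -0.019 at d2.5 (wildtype replicate 3), 0.34 at d3 (wildtype replicate 2), 0.15 at d4 (wildtype replicate 2) and 0.26 at d4G (wildtype replicate 3), and the trunk median to -2.05 at d2.5 and -0.40 at d4G (Nr6a1−/− replicate 3 in both). Several of the weaker calls rested on single libraries. The anterior direction at d2.5 was opposite (0.60) when only the libraries compared were fitted, and the call was lost without any one of 4 libraries, most clearly d2.5 Nr6a1−/− replicate 3 (-0.71, adjusted p = 0.095, with 0.00806 to 0.261 over all alternatives). The posterior call at d2.5 was likewise lost without any one of 4 libraries, most clearly d2.5 Nr6a1−/− replicate 2 (-0.056, 0.14, range 0.00102 to 0.381). The anterior call was lost at d3 without d3 Nr6a1−/− replicate 3 (0.13, 0.0572) or d3 wildtype replicate 3 (0.17, 0.0527, range 0.00476 to 0.16), and at d4G without d4G wildtype replicate 2 (0.085, 0.113), replicate 1 (0.19, 0.0508) or d4G Nr6a1−/− replicate 3 (0.16, 0.112, range 0.0196 to 0.282). The trunk set at d2 became significant without d2 Nr6a1−/− replicate 1 (-1.90, 0.0285, range 0.0285 to 0.269). Camera compares a set with all other genes, whereas fry asks whether the set itself changed, so they test different questions. Under camera the calls for posterior genes at d2.5, d3 and d4 and for anterior genes at d2.5, d3, d4 and d4G did not hold. The remaining calls held under both fry and camera.

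The lineage markers were compared to ask whether neural or mesodermal progenitor genes were favoured. The 9 neural genes were lower in Nr6a1−/− cells at d2 (-1.89, adjusted p = 2.51e-04 by limma's fry), d2.5 (-0.99, 2.71e-05), d3 (-1.44, 1.39e-10), d4 (-2.07, 3.31e-12) and d4G (-1.59, 1.07e-10). Hoxc6, Hoxa9 and Hoxc9 belong to both this set and the trunk Hox set, so the results of these sets are not independent. No call changed when the Hox genes of the neural set were left out. The median of the full neural set was the value of Hoxa9 at d2 and d4 and of Hoxc9 at d3 and d4G. With genes that had no count in a group set to their bound, the median was 0 at d2 and -0.91 at d4G, and without d2.5 wildtype replicate 1 it was -0.43 at d2.5. The 7 mesodermal genes were higher at d3 (0.24, 4.41e-05), d4 (0.95, 4.83e-09) and d4G (0.68, 1.92e-07), and did not differ significantly at d2 (-0.35, 0.363) or d2.5, where the median (0.055) and the test (adjusted p = 0.331) had opposite signs. The d3 median was 0.15 without d3 Nr6a1−/− replicate 1. At d4 6 of the 7 mesodermal genes were called higher and 1 lower. The lower one was Cited1 (log2 fold change -0.78, edgeR FDR = 3.18e-07), which was also lower at d2.5 (-1.35, FDR = 7.9e-08). Aldh1a2 reached 376 ± 8.49 CPM in Nr6a1−/− cells at d4 against 12.0 ± 0.815 in wildtype (SD, n = 3; log2 fold change 4.96, edgeR FDR = 1.22e-22), and the difference was 2.37 at d4G (FDR = 2.7e-07). Among markers of NMPs, T was higher at d3 (0.71, FDR = 1.37e-06) and d4 (0.69, FDR = 6.15e-06) and lower at d4G (-0.53, FDR = 6.6e-04). Sox2 differed at d4G (-1.52, FDR = 7.82e-05) and not at d3 (FDR = 0.841).

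**Figure D4:**
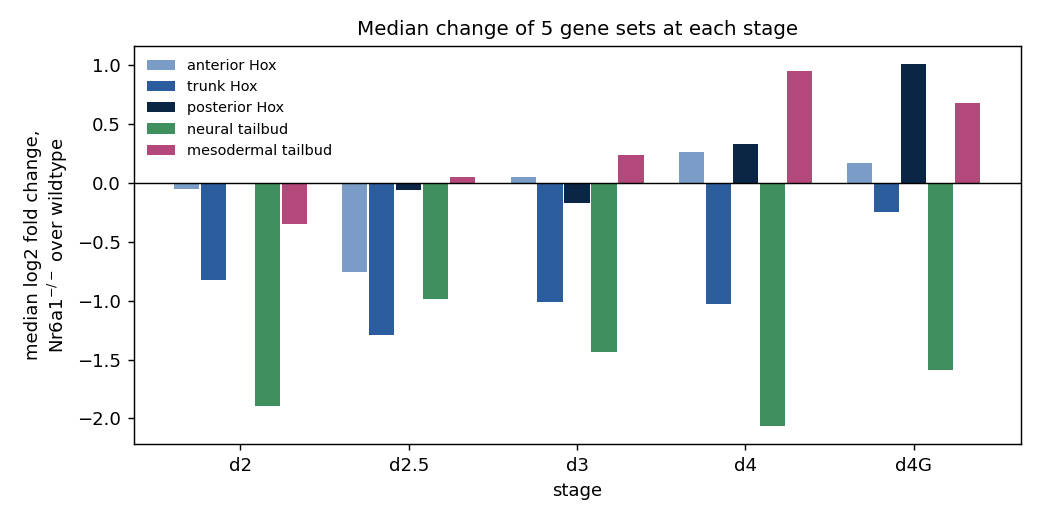
Median log2 fold change of each gene set (vertical axis, Nr6a1−/− over wildtype) at each stage, with a bar for each of the anterior, trunk and posterior Hox sets and the neural and mesodermal sets. Trunk Hox medians lie below 0 at all 5 stages and the posterior median is 1.01 at d4G. The d2 bars of the Hox and neural sets rest on genes with few counts. The anterior median at d2.5 changes direction when only the libraries compared are fitted.

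Adding Gdf11 for the last 24 h changed 3498 genes in wildtype cells (1741 higher, 1757 lower at d4G than at d4) and 2191 in Nr6a1−/− cells (1026 higher, 1165 lower). Fitting only the libraries compared moved the second count most, to 1467. Without normalisation factors the median of all genes shifted by 0.113 in wildtype cells, and the share of called genes that rose went from 49.8% to 63.2% in wildtype and from 46.8% to 59.7% in Nr6a1−/− cells, so directions are given relative to the bulk of genes. Of the 65 listed genes, 47 passed in wildtype and 39 in Nr6a1−/− cells, and 51 and 48 adjusted over the list alone. In wildtype cells Gdf11 lowered Nr6a1 (log2 fold change -2.43, SE 0.15, edgeR FDR = 2.21e-15) and raised 20 of the 34 Hox genes tested and lowered 1, the rises including Hoxd11 (8.06, SE 0.279), Hoxc10 (6.99, SE 0.249) and Hoxa10 (5.56, SE 0.276). In Nr6a1−/− cells it lowered Nr6a1 (-2.95, SE 0.138, FDR = 5.87e-19) and raised 18 Hox genes and lowered 1, with Hoxd11 at 7.94 (SE 0.255) and Hoxc10 at 5.17 (SE 0.291).

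Whether the genotypes responded differently to Gdf11 was tested directly as an interaction. It was significant for 323 genes, 142 with a higher and 181 with a lower response in Nr6a1−/− cells. This count depended on single libraries, being 823 without d4 Nr6a1−/− replicate 1 and 205 without d4 Nr6a1−/− replicate 3. Of the listed genes 18 passed over all genes and 23 adjusted over the list alone, among them 4 Hox genes, each with a higher response in Nr6a1−/− cells. The responses of the posterior Hox set (median difference 0.67, adjusted p = 1.38e-08 by limma's fry over 10 tests) and the trunk Hox set (0.39, 0.0142) were higher in Nr6a1−/− cells, and those of the anterior (0.0666), neural (0.112) and mesodermal (0.21) sets did not differ significantly. The posterior result held under camera and the trunk result did not. The posterior median was 0.45 without d4 wildtype replicate 1, 1.98 without d4 Nr6a1−/− replicate 3 and 1.81 without a filter. Hoxa9 rose more in Nr6a1−/− cells (1.97, SE 0.243, edgeR FDR = 1.98e-06), and so did Hoxc13 (3.81, SE 0.494, FDR = 2.85e-06). Hoxb13 was at the limit (3.80, SE 1.07, FDR = 0.0448), since wildtype cells had only 6 counts at d4 and 2 at d4G, and it was lost without any one of 8 single libraries, most clearly d4 wildtype replicate 2 (3.55, FDR = 0.198, the range over alternatives being 0.0122 to 0.198). Without d4G wildtype replicate 2 its value was 6.51. Among the largest differences by the rule set beforehand were, besides Hoxc13, that of Sema3c (4.20, FDR = 0.00124) upwards, and those of Wnt7a (-6.56, FDR = 2.11e-05), Apln (-4.44, FDR = 0.0134) and Gm2694 (-3.52, FDR = 3.55e-07) downwards. The Apln call was lost without d4G wildtype replicate 1 (-4.38, FDR = 0.052) or replicate 2 (-3.92, FDR = 0.168), and ranged from 1.22e-04 to 0.168 over all alternatives.

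The course of wildtype cells was followed from stage to stage as the background for these comparisons. Between d2 and d2.5, the first 12 h of Wnt activation, 3086 genes changed (1614 higher, 1472 lower). Without normalisation factors the share of called genes that rose went from 52.3% to 65.9%. A further 1394 changed from d2.5 to d3 (718 higher, 676 lower) and 2560 from d3 to d4 (1187 higher, 1373 lower). Thinning to the smallest total moved the last of these most, to 1605. Over the same steps 29, 38 and 39 of the listed genes passed, and 34, 44 and 41 adjusted over the list alone. T rose by 5.38 on the log2 scale in the first step (SE 0.168, edgeR FDR = 9.28e-24) and fell by 1.89 from d3 to d4 (SE 0.103, FDR = 1.64e-16). Hoxb1 rose by 4.65 in the first step and by 1.17 in the second, and Hoxc8 by 3.85 from d2.5 to d3 and 1.45 from d3 to d4. Nr6a1 did not change significantly in the first step (0.19, SE 0.124, FDR = 0.268), rose by 0.85 to d3 (FDR = 1.9e-06) and fell by 0.86 to d4 (FDR = 4.48e-07). The change from d2 to d3 differed between genotypes for 276 genes, 144 with a higher and 132 with a lower change in Nr6a1−/− cells, and thinning to the smallest total moved this count to 158. Of the listed genes, 5 passed and 9 adjusted over the list alone, among them T (1.38, SE 0.359, FDR = 0.03). The T call was lost without any one of 5 single libraries, most clearly d2 wildtype replicate 3 (1.23, FDR = 0.199, with 0.0117 to 0.29 over all alternatives). By limma's fry over the 10 interaction tests, the d2 to d3 change was higher in Nr6a1−/− cells for the anterior Hox set (median difference 0.68, adjusted p = 1.95e-05), the posterior Hox set (1.83, 0.00779) and the mesodermal set (0.39, 3.66e-04). For the trunk Hox set (0.45, 0.00608) and the neural set (0.16, 4.71e-05) the test was significant downwards while the median and mean lay above 0. At d2 most of these genes had few or no counts. The posterior median was set by Hoxc11 and Hoxd12. Each had 1 count in d3 Nr6a1−/− cells and no count in the other d2 and d3 groups, so this median depends on the prior count. Without 1 library the medians ranged from 0.24 to 0.78 for the anterior set, 0.90 to 2.27 for the posterior set, -0.32 to 0.92 for the trunk set and -0.52 to 0.60 for the neural set, and the posterior value was 4.13 over the 2 genes that passed the filter when only the libraries compared were fitted. The trunk and posterior results did not hold under camera.

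One library, d4 wildtype replicate 2, held transcripts that its fellow replicates lacked. Otx2 had 46 counts in it against 1 and 0 in replicates 1 and 3, and Fgf5 had 32 against 0 and 1. Both genes, markers of the epiblast-like d2 cells, were called lower in Nr6a1−/− cells at d4 (FDR = 0.00254 and 0.0296), and both calls rest on this library. Without it the values were -2.13 (FDR = 0.436, with 5.07e-10 to 0.436 over all alternatives) for Otx2 and 0.59 (FDR = 0.845, with 1.27e-04 to 0.845) for Fgf5. The same holds for their calls between d4 and d4G in wildtype cells, which were lost without it (-0.24 for both), and for their rises from d3 to d4 in wildtype cells, which turned into falls that were not significant (-2.02 and -1.10). The number of genes called at d4 was 1811 without it, of which 1659 were also called with it.

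Against the authors' deposited table for each stage, the genes called here were a smaller group. The authors' deposited table lists 640 genes at d2, 893 at d2.5, 1505 at d3, 2544 at d4 and 1147 at d4G. Of the genes called here, 489, 773, 1303, 2269 and 949 are also in the authors' deposited table for that stage, and every listed gene that could be compared had the same direction here (622, 875, 1457, 2447 and 1094 genes).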

Values the study reported

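The study reported that Hoxb13 was induced 25-fold over wildtype cells 24 h after Wnt activation in cells without Nr6a1. With Gdf11 added, it gave the difference from wildtype as 150-fold, the largest of the posterior Hox genes. For the antisense gene Nr6a1os, it reported a 4-fold increase in wildtype cells once Gdf11 was added. Genes with an FDR below 0.05 were treated as differentially expressed.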

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

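The results in this part stand out because a test of the difference itself showed that a response or a change over time was not the same in both genotypes. Only the tests against other splits of the libraries were planned, while the test of d2 material in d4 wildtype replicate 2, the tests of chromosome 8, the thinning of counts by which depth was tested and the rule by which its outcome was read, the breakdown of the splits by how libraries were exchanged, the splits with the real groups kept in the model and the interaction tests of gene sets were chosen only after the result was seen or the design was fixed.

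The response to Gdf11 differed between genotypes for 323 genes by edgeR's quasi-likelihood test. This number depended on single libraries. It was 823 without d4 Nr6a1−/− replicate 1, among them 315 of the 323, and 205 without d4 Nr6a1−/− replicate 3, of which 193 are among the 323. Of 50 splits of the 12 libraries between genotypes within each stage, 5 gave as many genes, the real one included, and the largest other split gave 1066. The other 4 of these exchanged unequal numbers of libraries at d4 and d4G, which carries the difference between genotypes itself into the interaction. All 21 splits that exchanged equal numbers gave 0 genes by edgeR's quasi-likelihood test (at most 983 at an unadjusted p under 0.05, against 1805 in the real split), but mixing the genotypes also widens the spread. With the real groups kept in the model, the 42 splits that could be fitted gave at most 8 genes (at most 1301 at an unadjusted p under 0.05), which argues against differences between replicates of a group as the cause. Material of d2 cells in d4 wildtype replicate 2, described with the other observations, is argued against as the whole cause, since 244 of the 281 genes called without that library were also called with it. So is the shift of chromosome 8, which held 6.81% of the 323 genes and 5.39% of the genes tested (Fisher's exact test, 2-sided p = 0.259). Depth is argued against as the whole cause too, since 161 genes were called with every library thinned to the smallest total and 147 of them were among the 323. Thinning takes counts from every gene, so the loss of the other calls decides nothing. A difference between genotypes is also a difference between this clone and its parent line, and stays open as an untested biological explanation.

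The genes by which this difference can be described went both ways. The response was higher in Nr6a1−/− cells for Sema3c (4.20), Hoxc13 (3.81), Hoxb13 (3.80), Fat3 (2.19), Hoxa9 (1.97), Gdf11 itself (1.16), Hoxb9 (1.15) and Cited1 (0.85), given as log2 differences. It was lower for Wnt7a (-6.56), Apln (-4.44), Gm2694 (-3.52), Aldh1a2 (-2.59), Nr6a1os (-2.49), Nkx1-2 (-2.18), Wnt3a (-1.61), Cyp26a1 (-1.34), Sox2 (-1.24), T (-1.22), Id2 (-0.97), Lin28a (-0.88), Cdx2 (-0.87) and Cdx1 (-0.58). The values of Wnt7a and Hoxb13 rest on groups with 3 and 2 counts, so their size is uncertain. Calls for Hoxc13, Wnt7a, Gm2694, Aldh1a2, Hoxa9, Nkx1-2, T, Lin28a, Hoxb9, Cited1 and Id2 held under every alternative that gave a value. Those for Sema3c, Wnt3a, Cyp26a1, Cdx2 and Nr6a1os were lost only with thinned counts. The others were lost without single libraries, each most clearly without the one named here. Apln fell to -3.92 without d4G wildtype replicate 2 (edgeR FDR = 0.168, range over alternatives 1.22e-04 to 0.168) and Cdx1 to -0.53 without the same library (0.124, range 0.00846 to 0.124). Fat3 was 2.16 without d4 Nr6a1−/− replicate 2 (0.0601, range 0.00218 to 0.192) and 3.29 without replicate 3, Gdf11 0.93 without d4G Nr6a1−/− replicate 1 (0.091, range 1.35e-08 to 0.135), Hoxb13 3.55 without d4 wildtype replicate 2 (0.198, range 0.0122 to 0.198) and 6.51 without d4G wildtype replicate 2, and Sox2 -1.02 without d4G Nr6a1−/− replicate 2 (0.0823, range 0.00149 to 0.0823). The tests above bear on the genes together, and no explanation was tested for a gene by itself.

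As sets, the posterior Hox genes (median difference 0.67) and the trunk Hox genes (0.39) responded more to Gdf11 in Nr6a1−/− cells by limma's fry. The posterior result stayed significant under all 21 alternatives, but its size did not stay the same. The median was 0.45 without d4 wildtype replicate 1, 1.98 without d4 Nr6a1−/− replicate 3 and 1.81 without a filter. The trunk result did not hold under camera or without a filter. No technical explanation was tested for the sets beyond these settings.

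The change from d2 to d3 differed for 276 genes. Of 50 splits, 4 gave as many, the real one included, and the largest other split gave 565. As above, the other 3 exchanged unequal numbers, and the 21 equal splits gave 0 genes (at most 632 at an unadjusted p under 0.05, against 1646 in the real split). With the real groups kept in the model, the 42 splits that could be fitted gave 0 genes as well (at most 714 at an unadjusted p under 0.05), which argues against differences between replicates of a group as the cause. Depth is argued against as the whole cause, since 140 of the 276 genes were among the 158 called with thinned counts. Chromosome 8 is argued against as well, with 7.25% of the 276 genes (Fisher's exact test, 2-sided p = 0.176). Among listed genes the change was higher in Nr6a1−/− cells for Hoxa5 (5.77), T (1.38) and Ifitm1 (0.82) and lower for Id2 (-1.64). Hoxa5 had no count in Nr6a1−/− cells at d2, so its fitted value depends on the prior count, and its call was lost with thinned counts. The call for T was lost without 5 single libraries, most clearly d2 wildtype replicate 3 (1.23, edgeR FDR = 0.199, range over alternatives 0.0117 to 0.29), and that for Ifitm1 without d2 wildtype replicate 1 (0.66, 0.087, range 3.8e-04 to 0.087). That for Id2 held under every alternative that gave a value. Loss of Nr6a1 and other differences of the clone stay open.

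For the same change the sets were significant by fry, upwards for anterior Hox (0.68), posterior Hox (1.83) and mesodermal genes (0.39), and downwards for trunk Hox (0.45) and neural genes (0.16), whose medians lie above 0 against the direction of the test. The trunk, posterior and neural values are medians over genes with few or no counts at d2. The posterior median was set by Hoxc11 and Hoxd12, with 1 count each in d3 Nr6a1−/− cells and no count in the other d2 and d3 groups. The medians moved from -0.32 without d2 wildtype replicate 3 to 0.92 without d2 Nr6a1−/− replicate 1 for the trunk set, and from -0.52 without d2 wildtype replicate 1 to 0.60 without d3 wildtype replicate 3 for the neural set. The posterior median ranged from 0.90 without d3 Nr6a1−/− replicate 2 to 2.27 without d3 Nr6a1−/− replicate 1, and was 4.13 when only the libraries compared were fitted, where Hoxb13 and Hoxc13 alone passed the filter. The anterior median was 0.24 without d2 wildtype replicate 1. The trunk and posterior results did not hold under camera. No technical explanation was tested for these sets beyond such settings, and a biological one was not tested.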

How the results depend on the processing

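Thinning to the smallest total, leaving out chromosome 8 and both likelihood ratio tests were chosen after seeing the data, and the other settings before. All settings fixed beforehand were run, with these exceptions: filterByExpr, DESeq2 and the robust spread were run for genes and counts of genes only, and DESeq2 gave no adjusted p for 5 of 376 gene results, which are left out of the counts below. The cause of a change named below was not tested, unless the construction of the setting shows it. Of 376 results for single genes, 364 of them past the threshold, 291 kept their direction and their side of the threshold under every setting and 85 changed under at least 1. Calls were lost for 51 of 374 with thinned counts, 15 of 371 with DESeq2, 11 of 332 with only the libraries compared, 9 without a filter, 5 with the robust spread, 3 with library size only and 1 with RLE factors, and for 0 of 376 with filterByExpr or either likelihood ratio test and 0 of 364 off chromosome 8. Leaving out 1 library lost between 1 and 12 calls, most for d4 wildtype replicate 2. Of the 12 counts of called genes, 207 recomputed values lay within 1.5 times the main value and 21 did not. For the 35 set results, 534 values kept direction and side, 42 lost significance, 10 gained it and 3 reversed. The direction of a set result is that of its test, so a median can change sign without the result being counted as reversed, and the other way round.

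Thinning every library to the smallest total lowered the number of called genes, as fewer counts would, from 494 to 287 at d2, 784 to 443 at d2.5, 1308 to 765 at d3, 2294 to 1501 at d4, 2560 to 1605 for wildtype d4 against d3, 323 to 161 for the Gdf11 interaction and 276 to 158 for the d2 to d3 interaction. The neural set at d2 (-0.50) and the anterior Hox set at d3 (-0.088) and d4G (0.19) lost significance with thinned counts, the mesodermal set gained it for the Gdf11 interaction (-0.042), and the mesodermal set at d2 (-0.034, not significant) changed the direction of its test. The Gdf11 response of Nr6a1os in Nr6a1−/− cells, not significant in any setting, went from below 0 to 0.056. Depth therefore limits the number of calls here, and a gene without a call at these depths is not shown to be unchanged.

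Leaving out genes of chromosome 8 lowered the counts to 299 at d2 and 495 at d2.5. The chromosome held 151 of the 494 genes called at d2 and 186 of the 784 called at d2.5, and these were lost by construction. Further calls off the chromosome were lost as well, and the cause of that loss was not tested. The same setting brought the trunk Hox set at d2 past the threshold (-0.83), as RLE factors did (-0.81). Fitting only the libraries compared, with fewer libraries to estimate the spread, gave 1398 genes at d4 and 212 for the Gdf11 interaction. Its filter leaves few genes of a set at the early stages. Of the posterior set Hoxb13 alone passed it at d2.5 (4.98) and d4 (4.94) and Hoxb13 and Hoxc13 at d3 (3.45) and for the d2 to d3 interaction (4.13), and 0 genes of the trunk set at d2 and d2.5 and of the posterior set at d2, where no value could be given. It reversed the anterior Hox set at d2.5 (0.60, 6 genes), took significance from the neural set at d2.5 (-0.32, Id2 alone) and the anterior set at d4G (0.16), and gave it to the neural set for the Gdf11 interaction (0.81). Without a filter the anterior set lost significance at d2.5 (-0.73) and d4G (0.10) and gained it for the Gdf11 interaction (-0.23), while the trunk set lost it there (0.32). With library size only, the anterior set lost significance at d4G (0.13) and gained it for the Gdf11 interaction (-0.23). This scaling also moved the share of calls that were higher by more than 10 points, from 33.2% to 44% at d2, from 49.8% to 63.2% and from 46.8% to 59.7% for Gdf11 in wildtype and Nr6a1−/− cells, and from 52.3% to 65.9% for wildtype d2.5 against d2.

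Camera, with either correlation, keeps the medians and changes only the test. Results that lost significance under both forms were the anterior Hox set at d2.5 (-0.76), d3 (0.052), d4 (0.27) and d4G (0.17), the posterior set at d2.5 (-0.059), d3 (-0.17) and d4 (0.33), the trunk set for the Gdf11 interaction (0.39), and the trunk (0.45) and posterior (1.83) sets for the d2 to d3 interaction. The neural set without its Hox genes changed no call.

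Leaving out single libraries gave 304 to 392 genes at d2, 478 to 775 at d2.5, 871 to 1084 at d3, 1487 to 2625 at d4 and 205 to 823 for the Gdf11 interaction, the ends of the last 2 ranges coming from d4 Nr6a1−/− replicates 3 and 1. At d2, without d2 Nr6a1−/− replicate 1, the trunk Hox set passed the threshold, its median ranging from -1.90 to -0.39, and the mesodermal set, not significant, changed the direction of its test without d2 wildtype replicate 1, its median ranging from -0.46 to -0.19. Significance was lost without single libraries for the anterior set at d2.5 (-1.04 to -0.019), d3 (0.12 to 0.34) and d4G (0.085 to 0.26) and the posterior set at d2.5 (-0.056 to 0). It was gained for the Gdf11 interaction of the anterior set (-0.35 to -0.091), without d4G wildtype replicate 2 or d4G Nr6a1−/− replicate 3, and of the neural set (0.040 to 0.33), without d4 wildtype replicate 2.

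Among single genes, Fgf5 at d4 changed sign without d4 wildtype replicate 2 (0.59, with -6.11 to 0.59 over the libraries left out), as did Otx2 (-2.02, with -2.02 to 3.05) and Fgf5 (-1.10, with -1.10 to 3.73) in wildtype d4 against d3. This library holds most of their d4 counts. The other reversals were of values that were not significant. Pou5f1 at d4 ranged from -0.13 to 1.34, lying below 0 without d4 wildtype replicate 3 (-0.11) or d4 Nr6a1−/− replicate 3. Pou5f1 at d4G ranged from -0.61 to 1.96, lying below 0 without wildtype replicate 1 (-0.30), wildtype replicate 2 (-0.15) or Nr6a1−/− replicate 3. Nr6a1os in the Gdf11 response of Nr6a1−/− cells ranged from -0.27 to 0.18, the upper end without d4 Nr6a1−/− replicate 2.

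The replicate numbers were not taken to pair the libraries, since not every pair of libraries with the same number correlated above 0.1. Deviations from the group means of wildtype and Nr6a1−/− libraries with the same number at the same stage correlated above 0.1 in 4 of 15 pairs, the correlations over genes ranging from -0.326 to 0.196. Between d4 and d4G of wildtype cells the correlations were 0.375 and 0.451 for replicates 1 and 3 and 0.0452 for replicate 2, so that 2 of these 3 pairs deviated together, and in Nr6a1−/− cells they lay between -0.0119 and 0.0683. The pair of replicate 2 includes the d4 wildtype library that held transcripts of d2 cells, so a pairing of these wildtype libraries is not excluded. A block gives each replicate number the same effect in all groups and cannot test such a pairing. With the replicate number as a block, 505 genes were called at d2, 837 at d2.5, 1352 at d3, 2383 at d4, 978 at d4G, 3564 and 2253 for Gdf11 in wildtype and Nr6a1−/− cells and 349 for their difference, 3144, 1438 and 2614 for the steps of wildtype cells, and 307 for the d2 to d3 interaction. Of the results for single genes, 1 crossed the threshold under the block, Hoxb2 in wildtype d3 against d2.5 (1.15, edgeR FDR = 0.0545, with 0.00963 to 0.248 over its alternatives), and no set result changed its call.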

Other observations

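In this part only the tests against other splits were planned, and all others, those with the real groups kept in the model included, were chosen only after the result was seen, the test of GC content after the shift of chromosome 8 had been seen but before its own value was. The patterns are hypotheses, since they were found and tested on the same data.

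For each of the 10 comparisons of 3 libraries with 3, the 6 libraries were split in all 10 ways. The real split was in each case the only one to give as many genes (1 of 10), and the largest number from any other split was 146, at d4. With 10 splits the share cannot fall below 0.1, so the rank of the real split alone does not decide. The sizes lie far apart. The real splits gave 494 to 3498 genes, while 79 of the 90 others gave 0 by edgeR's quasi-likelihood test (up to 1838 at an unadjusted p under 0.05, where the real splits gave 1959 or more). Other splits mix the real groups, which widens the spread. With the real groups kept in the model, 76 of the 90 gave 0 and the largest number was 169, at d4 (up to 1475 at an unadjusted p under 0.05).

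Genes of chromosome 8 were lower in Nr6a1−/− cells at every stage, with medians of -0.38 to -0.29 on the log2 scale. A few strongly changed genes are argued against, since at least 73.6% of its 655 tested genes were lower at each stage. Depth or normalisation is argued against, since no other autosome had a median farther from 0 than 0.0838. GC content is argued against, since set against genes of the same GC decile the medians were still -0.313 or lower, down to -0.395. A candidate explanation is that the lines carry different numbers of copies of chromosome 8. All 60 windows of 10 Mb with 20 or more genes, over the 5 stages, had medians below 0, as a change of the whole chromosome would give. The depth of the shift is less than the -0.585 of 2 copies against 3, which a mixture of cells with different copy numbers, or dosage compensation, could produce and which was not tested. Which line departs from 2 copies is open. Loss of Nr6a1 acting on this chromosome cannot be told apart from copy number, because only 1 clone was measured. The medians moved by only 0.089 over the stages, while Nr6a1 in wildtype cells moved from 18.0 to 177 CPM. For the comparisons of genotypes, lower values of single genes on chromosome 8 are therefore hard to ascribe to Nr6a1.

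Otx2, Fgf5 and other transcripts of d2 cells were present in d4 wildtype replicate 2 and nearly absent from the other d4 wildtype libraries. Over 78 genes that mark d2 Nr6a1−/− cells, this library stood at a median of 17% of their d2 level (quartiles 13.5% and 19%). In 221 pairs of other libraries with other groups, the highest such median was 4.53%. Over 69 genes absent at d2, it was 13.6% lower than its fellow replicates, where the same measure was -0.3% for replicate 1 against replicate 3. Slower differentiation of the culture is argued against, since 7 genes that peak at d3 stood at a median of -2.04% of their d3 level (-8.32% to 5.82%). These values are consistent with d2 material in the library. The share over 25 genes alike in both lines at d2 was 17.9%. Of 25 genes that differ 1.5-fold between the lines, 21 came nearer to that share when set against d2 Nr6a1−/− cells and 4 when set against d2 wildtype cells (exact 2-sided binomial p = 9.11e-04), which argues against wildtype material and suggests Nr6a1−/− material. The chromosome 8 share of the library was 4.88%, against 5.04% and 5.02% in replicates 1 and 3, where 4.9% would be expected with Nr6a1−/− and 5.1% with wildtype material (pooled SD 0.0479%). Whether RNA, cells or reads were mixed, and at which step, stays open. A part of this culture that had remained at d2 would be wildtype material, which the same values argue against. No biological explanation was tested.

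Nr6a1 counts were higher in Nr6a1−/− cells at d3 by 110 CPM. Reads of the antisense gene Nr6a1os counted to Nr6a1 are argued against. In d4G wildtype cells, where Nr6a1os was highest, Nr6a1 stood at 1.78 times its level, so the 3.83 CPM of Nr6a1os in d3 Nr6a1−/− cells can have given no more than 6.81 CPM. A different copy number of the region is argued against as the whole cause, since 40 tested genes within 5 Mb had a median log2 fold change of 0.094 (interval -0.0195 to 0.179), against 0.70 for Nr6a1. Loss of repression of the gene by its own product, a changed 3′ end or stability of the transcript, and other differences of the clone stay open and were not tested.

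H19 was lower in Nr6a1−/− cells at every stage, with log2 fold changes of -2.20 at d2, -2.34 at d2.5, -3.05 at d3, -6.02 at d4 and -6.51 at d4G. The d2 call was lost when counts were thinned (-1.93). A switch of imprinting at the H19 and Igf2 locus would raise Igf2 as H19 falls. As the only change, this is argued against at d4G, where Igf2 fell as well (-2.56, a ratio of pooled counts of 0.167 with a 95% counting interval of 0.0767 to 0.325, 10 against 70 counts). Fewer cells that express both genes could lower both totals, so a switch together with such a loss is not excluded. At another imprinted locus, Dlk1 was higher at d3 (1.58), d4 (2.18) and d4G (2.62), while Meg3 was lower at d2 (0.0529 of the wildtype level, 0.014 to 0.141, 4 against 72 counts), d2.5 (0.142, 0.0534 to 0.324, 7 against 36 counts, edgeR FDR = 0.00214) and d3 (0.104, 0.0201 to 0.338, 3 against 26 counts, FDR = 0.00427), and did not differ significantly at d4 (FDR = 0.542) or d4G (FDR = 0.123). Meg3 was recomputed under the alternatives only at d2, and Dlk1 was not recomputed. These genes were chosen after their values were seen. Loss of both alleles' H19 expression in the clone, fewer cells of a type that expresses H19, with or without a switch of imprinting, and an effect of Nr6a1 stay open.

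Sox17, Gata6 and other genes of endoderm were among the largest falls, so a list of 32 endoderm genes was written, 13 of which had been seen. None is in the gene sets tested above, and 6 stood above 20 CPM in every Nr6a1−/− group, so the cells studied express part of the list. Of 25 tested, 23 lie off chromosome 8, and 19, 20, 22, 22 and 20 of them were lower at d2, d2.5, d3, d4 and d4G, the numbers of the 25 called lower being 11, 16, 17, 16 and 15. At d2, 2 were called higher. Of the 13 that had not been seen and lie off chromosome 8, at least 11 were lower at each stage, with exact 2-sided sign test p = 0.0225 at d2 and d2.5, 2.44e-04 at d3 and 0.00342 at d4 and d4G, where genes are not independent replicates. This is consistent with fewer endoderm-like cells in the Nr6a1−/− cultures. The most abundant members hardly differed at d2, with Apoe at 631 CPM in wildtype and 588 in Nr6a1−/− cells and Epcam at 620 and 623, as genes that most cells express would. This did not hold later. Apoe was lower at d3 (log2 fold change -0.421), d4 (-0.755) and d4G (-0.948). Epcam was higher at d2.5 (0.497) and d3 (0.351) and lower at d4 (-0.555) and d4G (-0.751). Lower expression of the endoderm genes in all cells, and a difference of the clone unrelated to Nr6a1, stay open.

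The 4 Y-linked genes had 38 counts over the Nr6a1−/− libraries and 176 over the wildtype libraries, 21.7% of the wildtype level (95% counting interval 14.9% to 31.0%). At d2.5 the value was 47.3% (20% to 107%). Single wildtype libraries had 5 to 20 such counts and Nr6a1−/− libraries 0 to 6. Loss of chromosome Y in most Nr6a1−/− cells and lower expression of these genes cannot be told apart, because the counts are too few for each stage and gene.

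Gdf11 was compared between libraries that share 4 index sequences across d4 and d4G (d3 and d4 share 2). According to the methods of the study, the index in the labels was added at priming, before samples were pooled for amplification, and a further index was added later. Libraries that share an index can therefore not have been amplified in the same pool, but may have been sequenced together. Within each stage the 6 libraries have 6 distinct indexes, which leaves room for both genotypes of a stage in the same amplification pool. The labels name no pool, and the index count does not measure an effect of pool, so a part of it in the Gdf11 response stays open. For the largest responses it would have to be large and alike in both lines, since Hoxd11 stood at 1.28 CPM or less in every d4 library and at 118 CPM or more in every d4G library.

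Hoxb13 at d3 was at least 57.7-fold higher in Nr6a1−/− cells here. That is higher than the value quoted from the study above. With Gdf11 the ratio of pooled counts was 507 here. That is higher than the value quoted from the study above. The wildtype counts behind both ratios were no more than 2, so their size is uncertain. In Nr6a1−/− cells Hoxb13 stood at 25.6 CPM at d3 and 145 CPM at d4G. These levels are close to the values quoted from the study above, so the gap rests on the unit and on the wildtype level that a ratio is set against.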
